# MicroRNA-7 Inhibits Multiple Oncogenic Pathways to Suppress HER2Δ16 Mediated Breast Tumorigenesis and Reverse Trastuzumab Resistance

**DOI:** 10.1371/journal.pone.0114419

**Published:** 2014-12-22

**Authors:** Felicia C. Huynh, Frank E. Jones

## Abstract

The oncogenic isoform of HER2, HER2Δ16, is expressed with HER2 in nearly 50% of HER2 positive breast tumors where HER2Δ16 drives metastasis and resistance to multiple therapeutic interventions including tamoxifen and trastuzumab. In recent years microRNAs have been shown to influence multiple aspects of tumorigenesis and tumor cell response to therapy. Accordingly, the HER2Δ16 oncogene alters microRNA expression to promote endocrine resistance. With the goal of identifying microRNA suppressors of HER2Δ16 oncogenic activity we investigated the contribution of altered microRNA expression to HER2Δ16 mediated tumorigenesis and trastuzumab resistance. Using a gene array strategy comparing microRNA expression profiles of MCF-7 to MCF-7/HER2Δ16 cells, we found that expression of HER2Δ16 significantly altered expression of 16 microRNAs by 2-fold or more including a 4.8 fold suppression of the miR-7 tumor suppressor. Reestablished expression of miR-7 in the MCF-7/HER2Δ16 cell line caused a G1 cell cycle arrest and reduced both colony formation and cell migration activity to levels of parental MCF-7 cells. Suppression of miR-7 in the MCF-7 cell line resulted in enhanced colony formation activity but not cell migration, indicating that miR-7 suppression is sufficient to drive tumor cell proliferation but not migration. MiR-7 inhibited MCF-7/HER2Δ16 cell migration through a mechanism involving suppression of the miR-7 target gene EGFR. In contrast, miR-7 inhibition of MCF-7/HER2Δ16 cell proliferation involved a pathway where miR-7 expression resulted in the inactivation of Src kinase independent of suppressed EGFR expression. Also independent of EGFR suppression, reestablished miR-7 expression sensitized refractory MCF-7/HER2Δ16 cells to trastuzumab. Our results demonstrate that reestablished miR-7 expression abolishes HER2Δ16 induced cell proliferation and migration while sensitizing HER2Δ16 expressing cells to trastuzumab therapy. We propose that miR-7 regulated pathways, including EGFR and Src kinase, represent targets for the therapeutic intervention of refractory and metastatic HER2Δ16 driven breast cancer.

## Introduction

Breast cancer is the most commonly diagnosed cancer in North American women and the second leading cause of cancer related deaths. At least five different molecular breast cancer subtypes have been identified and each subtype is associated with significantly different patient outcomes [1], [2]. The HER2 positive subtype represents 20–30% of breast cancers and patients with HER2 positive tumors have the shortest overall survival. Furthermore, patients with tumor expression of an activated and presumably highly oncogenic HER2 receptor have an even worse prognosis [3].

One tumor specific event that results in clinical activation of HER2 is expression of the alternatively spliced and constitutively active HER2Δ16 isoform. HER2Δ16 is co-expressed with HER2 in nearly 50% of HER2 positive breast tumors [4]. Significantly, 90% of patients with tumor expression of HER2Δ16 present with disseminated metastatic disease. In contrast, breast tumors that overexpress wild-type HER2, but lack detectable HER2Δ16 expression, are significantly associated with favorable clinicopathological markers including lymph node negative cancer [4]. When overexpressed in breast tumor cells, HER2Δ16 promotes resistance to multiple endocrine therapies [5], [6], as well as, the HER2 targeted therapy trastuzumab [4]. These clinical and experimental observations suggest that HER2Δ16 expression drives HER2 positive breast cancer to an aggressive and therapeutic refractory metastatic disease. Although the molecular basis of HER2Δ16 oncogenic activity remains to be deciphered, recent studies indicate that HER2Δ16 expression alters microRNA (miR) expression to evade therapeutic intervention [5], [6].

MiRs are a class of short non-coding single-stranded RNAs that regulate gene expression. Specific binding of miRs to the 3′ untranslated region (UTR) of target gene mRNA results in suppressed target gene translation which may also be associated with degradation of the target gene mRNA. Although miRs play key roles during normal developmental processes, deregulation of miR expression has been noted in several human cancers where miRs have been shown to have both oncogenic and tumor suppressor functions [7]–[9]. MiR-7 has been shown to suppress breast tumorigenesis by reducing expression of multiple target genes including epidermal growth factor receptor (EGFR) [10], p21-activated kinase 1 (PAK1) [11], focal adhesion kinase (FAK) [12], and krupple-like factor 4 (KLF4) [13]. Here we show that breast tumor cells expressing oncogenic HER2Δ16 have reduced expression of the miR-7 tumor suppressor. Accordingly, reintroduced miR-7 expression suppressed HER2Δ16 oncogenic activity by inhibiting expression of EGFR and independently inactivating Src kinase.

## Materials and Methods

### Cell lines

MCF-7 cells were purchased from American Type Culture Collection and cultured according to their instructions. The stable MCF-7 cell line expressing pcDNA3 or the two independent cell lines expressing pcDNA3-HER2Δ16 and referred to here as MCF-7/pcDNA, MCF-7/HER2Δ16H, and MCF-7/HER2Δ16M1, respectively, have been described elsewhere [14]. For stable suppression of EGFR to generate the pooled MCF-7/HER2Δ16/EGFRKD cell line, MCF-7/HER2Δ16H cells were transfected with the MISSION shRNA plasmid-DNA TRCN0000121329 targeting EGFR (Sigma) or a pLKO.1 (Sigma) negative control using Fugene6 (Roche). For stable suppression of miR-7 to generate the pooled MCF-7/miR-7KD cell line, MCF-7 cells were transfected with the miRZip-7 anti-miR-7 microRNA construct MZIP7-PA-1 (System Biosciences) or the pGreenPuro Scramble Hairpin Control construct MZIP000-PA-1 (System Bioscience) using Fugene6. For stable expression of miR-7 to generate the pooled MCF-7/HER2Δ16H/miR-7 cell line, MCF-7/HER2Δ16H cells were transfected with the miR-7 expression vector MI0000263 (Origene) using the NEON Transfection System exactly as described by the manufacturer (Invitrogen). At two days post-transfection all pooled cell lines were selected for two days in 1 µg/ml puromycin (Gibco) and then maintained at 0.2 µg/ml puromycin.

### Micro RNA expression profiling

Four independent total RNA samples from MCF-7/pcDNA and MCF-7/HER2Δ16H cells were purified using the miRVANA RNA Isolation System (Life Technologies) according to the manufacturer's instructions and RNA integrity was confirmed using a Bioanalyzer (Agilent). Microarray assay was performed and analyzed using a service provider (LC Sciences) and LC-Science microRNA array miRHuman_11.0 which detects miR transcripts listed in Sanger miRBase Release 11.0. The microRNA array data presented in this publication have been deposited in NCBI's Gene Expression Omnibus [15] and are accessible through GEO Series accession number GSE62848 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62848).

### Quantification of miR-7 expression

Triplicate total RNA samples were purified using the miRVANA RNA Isolation System (Life Technologies) according to the manufacturer's instructions and RNA integrity was confirmed using a Bioanalyzer (Agilent). First-strand complementary DNA (cDNA) was synthesized from 1.0 µg of total RNA in a 20 µl reaction volume using the Superscript III First-Strand Synthesis System (Life Technologies) with a RNU44 (Applied Biosystems) or dme-miR-7 RT-primer (Applied Biosystems) exactly as described by the manufacturer. Following reverse transcription, 180 µl of water was added to the cDNA reaction and 2 µl of the diluted cDNA was used in a 20 µl TaqMan MicroRNA Assay using the RNU44 or dme-miR-7 probe set with TaqMan Universal PCR Master Mix (Applied Biosystems) in the 7500 Fast Real-Time PCR system (conditions as follows: 40 cycles of 50°C for 2 min, 95°C for 10 min, and 60°C for 15 sec followed by 60°C for 1 min), exactly as described by the manufacturer (Applied Biosystems). The CT analysis for each reaction was performed using the supplied 7500 Software v2.0.5 (Applied Biosystems) and miR-7 levels were normalized to RNU44 and relative expression was calculated using the 2^-ΔΔCT^ method.

### Western blot analysis

Total cell lysates were prepared in RIPA Buffer (10 mM NaPO_4_, pH 7.2, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Na-deoxycholate, 1% Nonidet P40) containing Complete EDTA-free Protease Inhibitor Cocktail (Roche) and PhosSTOP phosphatase inhibitor (Roche). Lysates were solubilized in NuPAGE LDS Sample Buffer (4X) (Life Technologies) with NuPAGE Sample Reducing Agent (10X) (Life Technologies) added to 1X. Lysates were separated by electrophoresis with 20 µg of protein per lane in a NuPAGE 4–12% Bis-Tris Gel (Life Technologies) and transferred to an Immobilon-FL 0.45 µm Pore Size Transfer Membrane (Millipore) using a Trans-Blot Semi-Dry Electrophoretic Transfer Cell (Bio-Rad). Membranes were blocked and all antibody dilutions were performed in 5% BSA (Sigma) in TBST (10 mM Tris, pH 7.5, 150 mM NaCl, 0.1% Tween-20). All washes were performed in TBST. Primary antibodies included α-tubulin #05829 (Upstate Biotechnology), HER2 #MS-325 (Neomarkers), EGFR #4267 (Cell Signaling Technology), PAK1 #2602 (Cell Signaling Technology), Src #2110 (Cell Signaling Technology), Phospho-Src Y416 #6943 (Cell Signaling Technology), FAK #3285 (Cell Signaling Technology), and FAK Y576/577 #3281 (Cell Signaling Technology). Secondary antibodies were Alexa Fluor Conjugated Affinity Purified Anti-Rabbit or Anti-Mouse IgG (Life Technologies) detected using an Odyssey Infrared Imaging System (LiCor Biosciences).

### Colony formation assay

Cells were plated at 1,000 cells per well in a 6-well plate and media was replaced every two days for 12 days total. For trastuzumab treatments, trastuzumab was added to media at 10 µg/ml and media was replaced with fresh control or trastuzumab containing media every two days during the experiment. Colonies were fixed in 100% methanol and stained with crystal violet. Colony number and diameter were calculated using a ColCount Colony Counter (Oxford Optronix) and data was analyzed using the supplied statistical software.

### Cell cycle analysis

Cells were synchronized in serum-free MEM for 24 hrs and then cultured in MEM with 10% FBS for an additional 24 hrs. Trypsin treated cells were fixed in 100% ethanol overnight. Fixed cells were stained with Guava Cell Cycle Reagent (Millipore) and cell cycle was analyzed in a Guava Easy Cyte Mini Base System (Millipore) using the supplied statistical software exactly as described previously [16].

### Cell migration assay

Cell migration was determined using the xCELLigence System (Roche) with the CIM-Plate 16 and RTCA DP Instrument (Roche) according to the manufacturer's instructions. Briefly, 40,000 cells were added to the upper CIM-Plate 16 chamber in media containing 0.2% fetal bovine serum (FBS). Media with 10% FBS was added to the lower CIM-Plate 16 chamber and the CIM-Plate 16 was incubated in the RTCA DP Instrument for 48 hrs. Cell migration as a function of real-time changes in electrical impedance was monitored by the xCELLigence System. Cell Index (referred to here as Migration Index) and standard deviation of replicates were calculated using the supplied RTCA Software (Roche).

## Results and Discussion

### HER2Δ16 alters expression of multiple miRs involved in breast tumorigenesis

Clinical and experimental evidence suggests that wild-type HER2 is a relatively weak breast oncogene when compared to the aggressive therapeutic refractory phenotype associated with breast tumors expressing the constitutively active HER2Δ16 isoform [4]–[6], [17]. MiRs potentially regulate multiple properties of tumorigenesis and therapeutic response. Accordingly, we have recently shown that HER2Δ16 expression alters expression of miR-15a/16 and miR-342 to promote endocrine resistance of breast tumor cells [5], [6]. 

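MiR levels were measured on LC Sciences human miR arrays in 2 RNA samples of MCF-7/pcDNA, the estrogen receptor-positive breast cancer line MCF-7 with an empty vector, and in 2 RNA samples of MCF-7/HER2Δ16H, the same line with ectopic HER2Δ16. The authors' description of the array data calls the samples of a line biological repeats, and the sample labels name the second line MCF-7/HER2D16. The paper gives 4 RNA samples per line, and the 2 per line with files were analysed here. Each line had 1 sample stained with Cy3 and 1 with Cy5, after the small RNA had been separated by size, given a poly(A) tail and tagged. The authors deposited the mean intensity of each of 3968 spots per sample as scanned, with 4 spots for each of 837 human miRs and 328 empty spots. From these, background was corrected with normexp at an offset of 50, log2 values were quantile normalized and the 4 spots of a miR were averaged. Of the 837 miRs, 760 and 227 were above the 95th percentile of the empty spots in MCF-7/pcDNA replicates 1 (Cy3) and 2 (Cy5). In MCF-7/HER2Δ16H, 200 were above it in replicate 1 (Cy5) and 836 in replicate 3 (Cy3). The 248 miRs above it in both samples of at least 1 line were tested with limma, with the dye as a covariate and Benjamini-Hochberg adjustment. The offset understates the change of dim miRs, and 2 samples per line limit the precision.
Before normalization, the 63 miRs with a signal of at least 500 in both samples of a line (other than entries listed as matching other small RNAs) had a median log2 difference of -1.25 between the Cy3 samples and -2.41 between the Cy5 samples, MCF-7/HER2Δ16H minus MCF-7/pcDNA. For the 9 bright spike-in reporters these medians were -0.55 and -0.87. For 6 reporters of 5S ribosomal RNA they were 0.57 and 0.21. Quantile normalization sets the overall level of the miRs equal, so the fold changes are relative to the other miRs on the array.

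**Figure D1:**
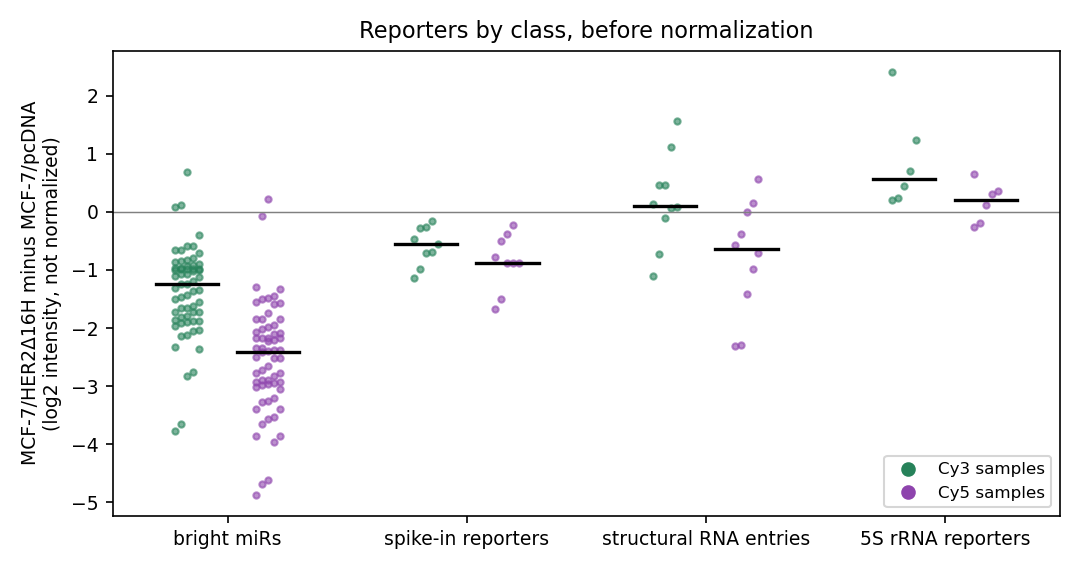
Log2 intensity of MCF-7/HER2Δ16H minus MCF-7/pcDNA before normalization, for each reporter (points) and the median of its class (lines), between the Cy3 samples (green) and between the Cy5 samples (purple). Structural RNA entries are array entries listed as matching other small RNAs. The medians of the bright miRs are -1.25 and -2.41, and those of the 5S ribosomal RNA reporters are 0.57 and 0.21.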

To investigate the potential role of miR expression contributing to HER2Δ16 driven tumorigenesis we compared global miR expression profiles between parental MCF-7 breast cancer cells (MCF-7/pcDNA) and a MCF-7 cell line with ectopic expression of HER2Δ16 (MCF-7/HER2Δ16H) [4]. Probing a LC Sciences miR array containing 837 unique human miRs we found that HER2Δ16 expression significantly (*p*<0.01) altered the expression of 82 miRs (Fig. 1A) with 16 miRs altered by 2-fold or greater (Fig. 1B). 

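At an unadjusted p under 0.01 and a fold of at least 1.2, 9 miRs were higher and 11 were lower in MCF-7/HER2Δ16H. At 2-fold or greater, 7 were higher and 7 were lower. The split at 1.2-fold was 140 higher and 7 lower with scaling to the 75th percentile, 0 and 65 without normalization and 19 and 53 with spike-in scaling, and the total ran from 3 (without MCF-7/pcDNA replicate 1) to 72 (without MCF-7/HER2Δ16H replicate 1) with 1 sample left out. The smallest p belonged to miR-148a, which targets the DNA methyltransferase DNMT1, with a log2 fold change of -2.21 (standard error 0.09, adjusted p = 0.079 from limma). It ran from -1.39 with scaling to the 75th percentile to -3.63 with the authors' processed values and passed under 6 of 15 alternatives. It was above the empty spots in only 1 of the 2 MCF-7/HER2Δ16H samples. Another was miR-222, which targets the estrogen receptor, with a log2 fold change of 1.43 (standard error 0.09, adjusted p = 0.079). This value ran from 0.54 without normalization to 2.53 with the authors' processed values, and passed under 6 of 15 alternatives. No miR passed an adjusted p under 0.05 in limma, and 49 of the 248 had an unadjusted p under 0.05.
Of 26 listed families and functional groups, 17 had at least 3 tested members. The let-7 family, which includes miR-98 and is known as a tumor suppressor family, was lower as a group, with 9 of 9 members below 0 and a median log2 fold change of -0.64 (camera adjusted p = 0.0015, and adjusted p = 0.75 with an estimated correlation). This 0.75 was shared by all lists that passed and came here with an estimated correlation of 0, on 1 residual degree of freedom. It does not show that correlation between members removed the call. With fry, another test of lists, the let-7 call was lost (adjusted p = 0.18 from fry). Members such as let-7a and let-7f have near-identical target sequences, so their reporters may bind each other's miR. The preset correlation of 0.01 counts them as nearly independent. The median was -1.75 with spike-in scaling, -2.47 without normalization and -0.48 without MCF-7/HER2Δ16H replicate 3. None of them was called over all miRs, and 5 were lower when adjusted over the list alone. Of these 5, let-7c had a log2 fold change of -1.04 (adjusted p = 0.15 from limma). It was -0.63 without MCF-7/HER2Δ16H replicate 3 and -2.80 without normalization. The member let-7e, which was not among the 5, had a log2 fold change of -0.46 (adjusted p = 0.22 from limma). For let-7e the value was -1.58 with spike-in scaling and -2.30 without normalization, and it passed in both. The family of miR-148a, miR-148b and miR-152 was also lower as a group, with 3 of 3 members below 0 and a median of -1.40 (camera adjusted p = 0.011, and adjusted p = 0.75 with an estimated correlation). The median was -2.13 without MCF-7/HER2Δ16H replicate 1, -2.24 with the authors' processed values and -2.63 without normalization. It was -0.96 with scaling to the 75th percentile and -1.16 without MCF-7/pcDNA replicate 2. Like miR-148a, miR-148b was above the empty spots in only 1 MCF-7/HER2Δ16H sample. With fry the call held (adjusted p = 0.014 from fry). None of the 3 was called over all miRs, and all 3 were lower when adjusted over the list alone. Their target sequences are also similar, so the 3 are not independent of each other. Array entries listed as withdrawn miRs or as matching other small RNAs such as snoRNA, tRNA and rRNA were higher as a group, with 10 of 10 tested entries above 0 and a median of 1.30 (camera adjusted p = 2.4e-04, and adjusted p = 0.75 with an estimated correlation). The median was 0.24 without MCF-7/HER2Δ16H replicate 1 and 0.48 without MCF-7/pcDNA replicate 2, where more miRs were tested. It was -0.10 without normalization, and the call was lost there, with scaling to the 75th percentile (adjusted p = 0.23) and with spike-in scaling (adjusted p = 0.22). The call was also lost with fry (adjusted p = 0.11 from fry). Here too, none was called over all miRs, and 5 were higher when adjusted over the list alone. The result is not independent evidence, as 5 of the 10 are among the entries that the paper shows as higher in Fig. 1B. The control reporters of 5S ribosomal RNA, placed on the normalized scale of the miRs, had a median log2 difference of 2.00. The miR-320 family had a median of 0.29, which turned to -1.38 without normalization and -0.65 with spike-in scaling, and did not pass (camera adjusted p = 0.074), though it passed under 3 of 18 alternatives (smallest adjusted p = 0.0093).
The count of miRs at an adjusted p under 0.05 was 37 with the authors' processed values, 33 without MCF-7/HER2Δ16H replicate 1 and 162 with scaling to the 75th percentile. The let-7 call was lost with the authors' processed values (adjusted p = 0.11, in a range of 8.9e-07 to 0.75 over 18 alternatives).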

Of the 16 miRs altered in HER2Δ16 expressing cells at least three are consistent with a role in HER2Δ16 driven tumorigenesis. For example, we have previously shown that the suppression of miR-342-3p (the most dramatically altered miR) contributes to endocrine resistance of HER2Δ16 expressing breast tumor cells [6]. 

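miR-342-3p, read by the target sequence UCUCACACAGAAAUCGCACCCGU, was 5.87-fold lower in MCF-7/HER2Δ16H. It was 10.1-fold lower without MCF-7/HER2Δ16H replicate 1 and 13.5-fold lower without normalization. With scaling to the 75th percentile miR-342-3p was 4.24-fold lower. It was 4.57-fold lower without MCF-7/pcDNA replicate 2 and 4.68-fold lower without MCF-7/HER2Δ16H replicate 3, and its values with a sample left out also carry the dye difference. Its normalized log2 intensity was 9.53 ± 0.22 (SD, n = 2) in MCF-7/pcDNA and 6.98 ± 0.51 (SD, n = 2) in MCF-7/HER2Δ16H. This is a log2 fold change of -2.55 (standard error 0.16, adjusted p = 0.079 from limma), with -2.76 between the Cy3 samples and -2.34 between the Cy5 samples. The other arm of its hairpin, miR-342-5p, had a log2 fold change of -1.01 (standard error 0.11, adjusted p = 0.10). This arm passed under 2 of 15 alternatives, at -1.81 with the authors' processed values and -1.45 without normalization (adjusted p = 0.0089 and 0.016, in a range of 0.0089 to 0.71), and turned to 0.22 with scaling to the 75th percentile. The change in miR-342-3p ranked 1 of the 248 tested miRs by size. It also ranked 1 under 10 of 16 alternatives. Its fold change cannot move under some of these (no filter, a signal of at least 500, no dye term, trend and robust eBayes). It ranked 2 to 6 under the other 6, with rank 6 on scaling to the 75th percentile and without MCF-7/HER2Δ16H replicate 3. It passed the adjusted threshold under 5 of 16 alternatives, among them the authors' processed values, at a log2 fold change of -3.30 (adjusted p = 1.9e-04, in a range of 2.0e-14 to 0.47 over the alternatives).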

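miR-125b, which is known to target HER2, had a log2 fold change of 0.89 in MCF-7/HER2Δ16H (standard error 0.38, adjusted p = 0.33 from limma). Its normalized log2 intensity was 7.69 ± 0.13 (SD, n = 2) in MCF-7/pcDNA and 8.58 ± 0.96 (SD, n = 2) in MCF-7/HER2Δ16H, so the difference lay within the spread of the MCF-7/HER2Δ16H samples. It was 0.30 between the Cy3 samples and 1.47 between the Cy5 samples. The relative miR-125a-5p had a log2 fold change of 0.28 (standard error 0.20, adjusted p = 0.47). It turned to -1.71 without normalization and -0.99 with spike-in scaling, and was called lower there (adjusted p = 0.043 and 0.020 from limma). Of 4 tested miRs reported to target HER2 or HER3, all 4 were above 0, with a median of 0.28 that turned to -0.45 without normalization, and none was called over all miRs or adjusted over the list alone (camera adjusted p = 0.11). The group passed under 1 of 17 alternatives, without MCF-7/pcDNA replicate 2 (adjusted p = 0.036). For miR-125b the value was 0.24 without MCF-7/HER2Δ16H replicate 1 and 1.59 without replicate 3, each with only 1 dye left in that line. It turned to -0.56 without normalization. Of 15 alternatives, it passed only with scaling to the 75th percentile, at 1.12 (adjusted p = 0.024 from limma). This scaling put the median log2 fold change of all tested miRs at 1.31, so 1.12 lay below that median. It also gave all miRs 1 common variance, so this p is no measure of how miR-125b varied between samples.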

Upregulation of miR-125b expression has been suggested to regulate chemosensitivity of breast tumor cells [18], [19]. For the current studies we focused our attention on the 4.8 fold suppression of miR-7. 

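miR-7, read by the target sequence UGGAAGACUAGUGAUUUUGUUGU, was 3.99-fold lower in MCF-7/HER2Δ16H than in MCF-7/pcDNA. It was 8.72-fold lower with spike-in scaling, 14.4-fold lower without normalization and 3.37-fold lower without MCF-7/pcDNA replicate 2. Its normalized log2 intensity was 11.79 ± 0.09 (SD, n = 2) in MCF-7/pcDNA and 9.79 ± 0.02 (SD, n = 2) in MCF-7/HER2Δ16H. The log2 fold change was -1.996 (standard error 0.09, adjusted p = 0.079 from limma), with -1.95 between the Cy3 samples and -2.05 between the Cy5 samples. The difference was larger than the spread between the samples of either line. miR-7-1*, the other arm of 1 of the hairpins that yield miR-7, had a log2 fold change of -0.82 (standard error 0.09, adjusted p = 0.10). It passed under 3 of 15 alternatives, at -1.91 with the authors' processed values, -1.14 without normalization and -1.03 without MCF-7/HER2Δ16H replicate 1 (adjusted p = 0.0059, 0.025 and 0.025, in a range of 0.0059 to 0.48), and turned to 0.53 with scaling to the 75th percentile.
Of 5 tested miRs reported to target EGFR, all 5 were below 0, with a median log2 fold change of -1.32 (camera adjusted p = 0.012, and adjusted p = 0.75 with an estimated correlation). The median was -0.35 without MCF-7/HER2Δ16H replicate 1, where more miRs were tested, and -2.09 without replicate 3. None was called over all miRs, and 2, miR-7 and miR-27b, were lower when adjusted over the list alone. The 5 include miR-27b and the near-identical miR-27a, whose reporters may each bind both. Of the others, miR-128 had a log2 fold change of -0.48 (-2.14 without normalization) and miR-146b-5p of -0.20 (1.52 with scaling to the 75th percentile). The call of the group was also lost without normalization (adjusted p = 0.11 from camera) and with fry (adjusted p = 0.18 from fry). It is not independent evidence, as the study had chosen miR-7 on samples of this experiment. miR-7 itself passed the adjusted threshold under 7 of 16 alternatives, among them the authors' processed values, at -2.20 (adjusted p = 0.0030). Its smallest adjusted p from limma, 6.7e-15, came with spike-in scaling. There, as with scaling to the 75th percentile, eBayes gave all miRs 1 common variance. So this p is no measure of how miR-7 varied between samples. The paper centred its further experiments on miR-7, for which it gives a 4.8-fold suppression, and it describes miR-7 as a tumor suppressor.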

Significantly, miR-7 is considered a potent tumor suppressor miR and has been shown to regulate expression of multiple target genes in breast tumor cells [10]–[13].

**Figure 1:**
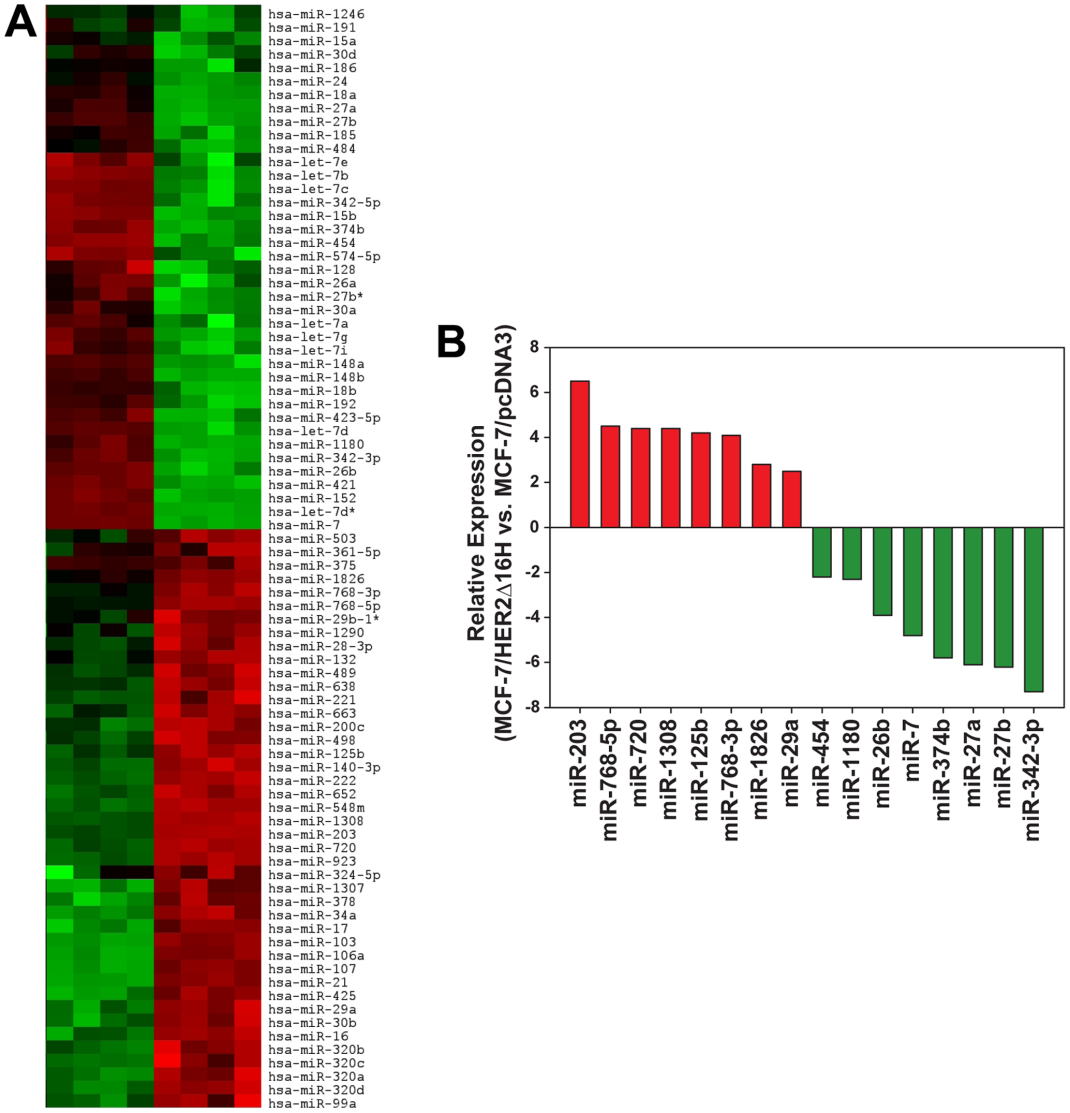
Altered miR expression in response to HER2Δ16 expression in MCF-7 cells. (A) Heat map of all miRs significantly (*p*<0.01) altered by 1.2-fold or greater or (B) by 2-fold or greater in MCF-7/HER2Δ16H cells when compared to MCF-7/pcDNA cells. Data represents four independent RNA samples for each cell line.

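All 16 miRs of Fig. 1B had the direction of the figure, 8 higher and 8 lower in MCF-7/HER2Δ16H, and 13 of them differed by at least 2-fold. The 8 higher miRs lay between 1.85-fold and 4.44-fold, and the 8 lower ones between 1.55-fold and 5.87-fold. miR-203, reported to suppress breast cancer metastasis, had a log2 fold change of 2.15 (standard error 0.14, adjusted p = 0.079 from limma), and of 0.45 without normalization. On the lower side, miR-27b had a log2 fold change of -1.99 (standard error 0.14, adjusted p = 0.079). The near-identical miR-27a had -1.32 (standard error 0.47, adjusted p = 0.30), and was 1.23-fold lower without MCF-7/HER2Δ16H replicate 1 and 5.02-fold lower without replicate 3. These 2 values also carry the dye difference, as only 1 dye was left in that line. miR-26b had a log2 fold change of -1.36 (standard error 0.32, adjusted p = 0.21), and of -3.33 without normalization and -2.61 with spike-in scaling.
Of the 8 higher entries, 5 are listed as matching other small RNAs. miR-768-3p and miR-768-5p are listed under the snoRNA gene SNORD71 in the annotation of GRCh38.p14, and had log2 fold changes of 1.57 and 1.33. miR-720 and miR-1308, reported to match tRNA, had 1.28 and 1.43. miR-1826, reported to match rRNA, had 2.13 with a standard error of 0.69, being 3.21 between the Cy3 samples and 1.06 between the Cy5 samples. The 6 reporters of 5S ribosomal RNA, on the same scale, lay between 1.36 and 3.15. miR-29a, which is not among these entries, had 1.26 (standard error 0.10, adjusted p = 0.079). Without normalization the values of miR-768-5p, miR-720, miR-1308 and miR-29a turned to -0.27, -0.24, -0.25 and -0.47, and those of miR-1826 and miR-768-3p were 0.08 and 0.21.
In 15 of the 16 the Cy3 and the Cy5 comparison had the same sign. The exception was miR-454, at 0.05 and -1.32. None of the 16 passed over all miRs, with adjusted p from 0.079 to 0.46, but this depends on the setting. There were 12 that passed with the authors' processed values, 13 with scaling to the 75th percentile, 10 with spike-in scaling, 7 without normalization, 5 without MCF-7/HER2Δ16H replicate 1, and 1 each without the filter and without the dye term, all in the direction of the figure. The 13 and the 10 rest on a variance common to all miRs. Scaling to the 75th percentile also put the median log2 fold change of all tested miRs at 1.31. At the settings used here, 9 passed when adjusted over the list alone. This is not independent evidence because the study chose the list on samples of this experiment.

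**Figure D2:**
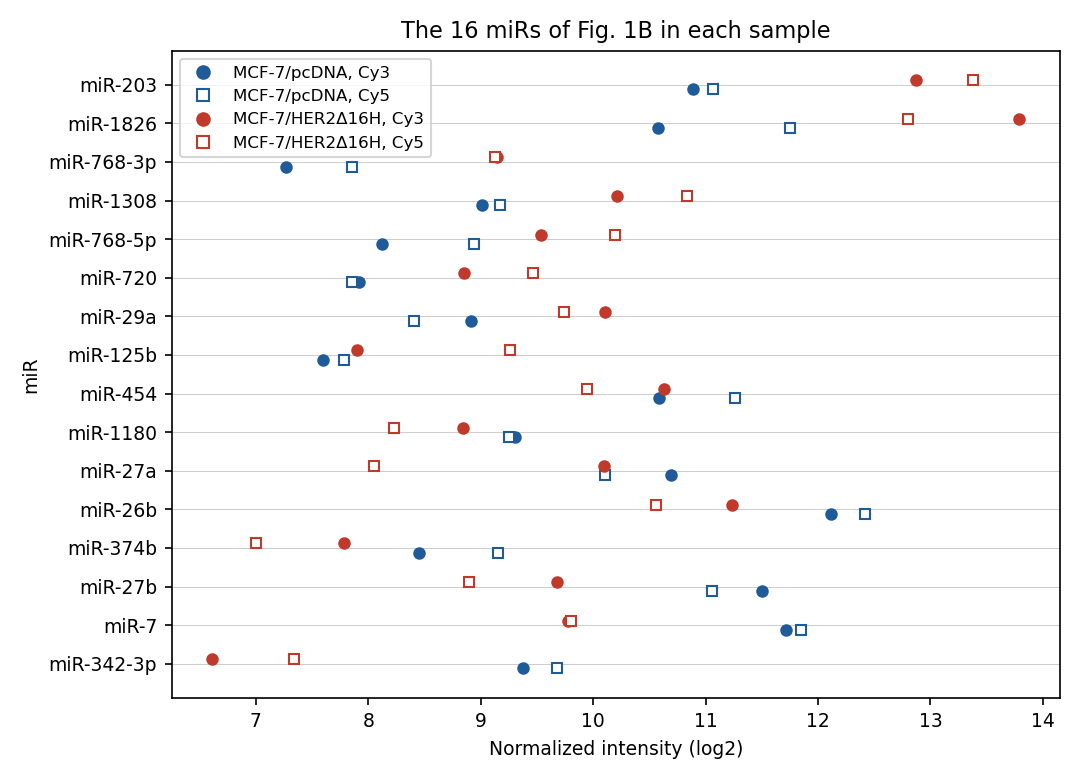
Normalized log2 intensity of the 16 miRs of Fig. 1B in each of the 4 samples, with the 2 MCF-7/pcDNA samples in blue, the 2 MCF-7/HER2Δ16H samples in red, Cy3 as filled circles and Cy5 as open squares. The order runs from miR-342-3p at the bottom to miR-203 at the top, and miR-454 is the miR whose Cy3 and Cy5 comparisons differ in sign.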

Although the exact mechanism mediating HER2Δ16 suppression of miR-7 remains to be established our previously published data suggests that the Jumonji/ARID1 B (JARID1B) transcriptional repressor may play a role. JARID1B is a breast oncogene most dramatically overexpressed in HER2 positive breast tumors [20]–[22]. We have shown that JARID1B transcriptionally represses the expression of multiple tumor suppressor miRs in breast tumor cell lines [16]. Significantly, over 90% of the JARID1B regulated miRs, including miR-7, are also similarly altered by HER2Δ16 expression. Although experimental validation is required, these observations raise the possibility that JARID1B transcriptionally represses multiple miRs, including miR-7, in HER2Δ16 expressing breast tumor cells.

### MiR-7 suppresses breast tumor cell proliferation and HER2Δ16 driven cell migration

We have previously shown that HER2Δ16 expression significantly potentiates MCF-7 cell proliferation, migration/invasion, xenograft tumor formation, and resistance to multiple therapeutic interventions; whereas, expression of wild-type HER2 failed to enhance a single tumorigenic property of MCF-7 cells [4]–[6], [17]. Given the potent oncogenic activity of HER2Δ16 and the clinical association of HER2Δ16 with metastatic breast cancer we investigated the impact of miR-7 activity on HER2Δ16 driven tumorigenesis.

MiR-7 expression was suppressed by 3 to 5-fold in two independent HER2Δ16 expressing MCF-7 cell lines when compared to the MCF-7 parental cell line (Fig. 2A). Modulation of miR-7 expression had a dramatic impact on the miR-7 target gene EGFR [23] with the highest levels of EGFR expression associated with reduced levels of miR-7 in the MCF-7/HER2Δ16H, and MCF-7/HER2Δ16M1 cell lines (Fig. 2A). Consistent with these observations, knockdown of miR-7 expression in the MCF-7 cell line, MCF-7/miR-7KD, resulted in enhanced EGFR expression whereas reintroduced miR-7 expression in the MCF-7/HER2Δ16H cell line, MCF-7/HER2Δ16H/miR-7, resulted in suppressed EGFR expression. A similar but less dramatic impact on the miR-7 target gene PAK1 [11] was also observed in the modified MCF-7 cell lines. Altered miR-7 and EGFR expression was continuously monitored and remained stable in the MCF-7/miR-7KD and MCF-7/HER2Δ16H/miR-7 cell lines for greater than 20 cell passages. These results suggest that selective suppression of miR-7 and subsequent restoration of EGFR expression occurs in response to ectopic HER2Δ16 expression in MCF-7 cells.

**Figure 2:**
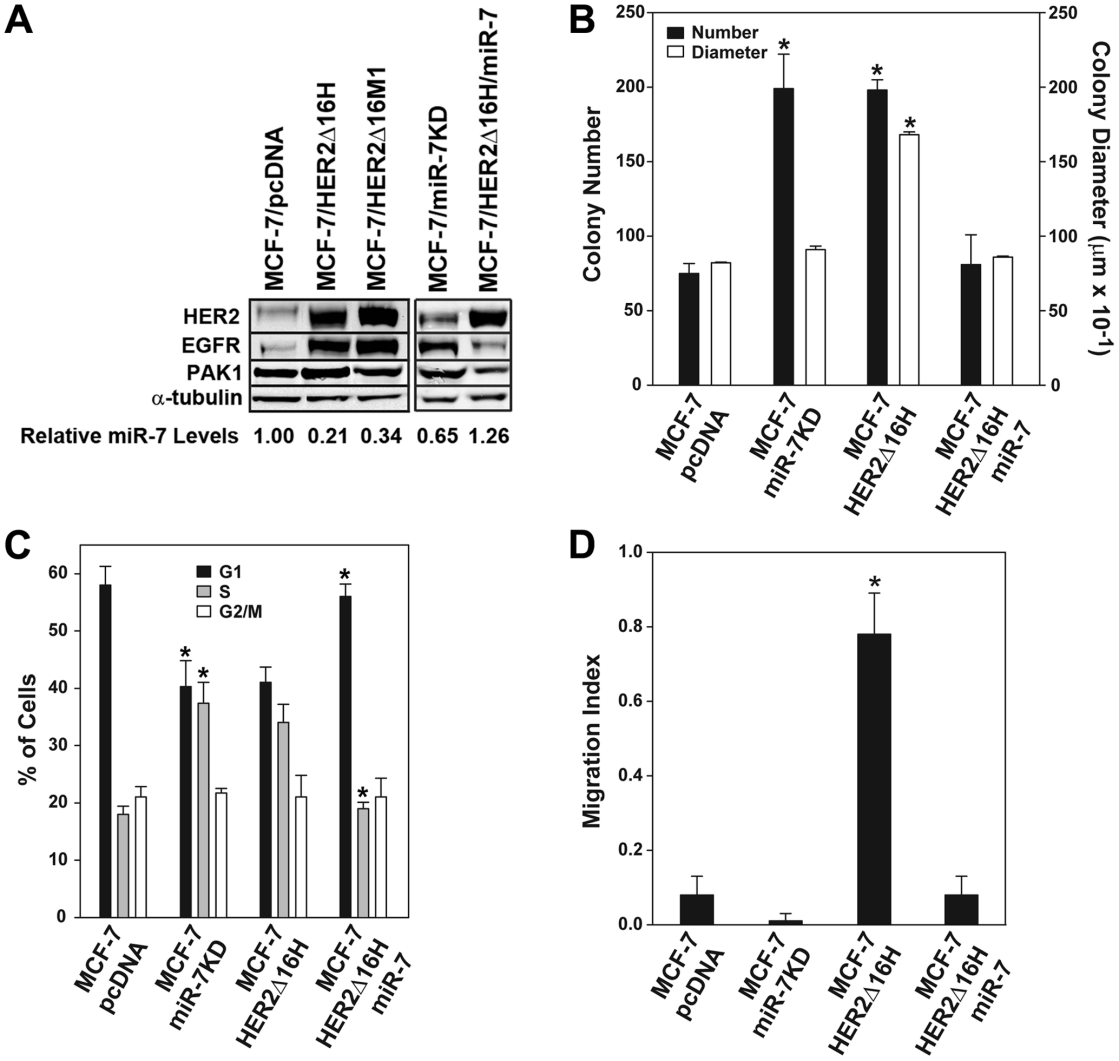
Altered miR-7 expression regulates breast tumor cell proliferation and migration. Mir-7 expression was stably suppressed in the MCF-7 cell line to generate the MCF-7/miR-7KD cell line and a miR-7 expression plasmid was stably introduced into the MCF-7/HER2Δ16H cell line to generate the MCF-7/HER2Δ16H/miR-7 cell line. (A) Western blot analysis of the MCF-7 vector control, MCF-7/pcDNA and the HER2Δ16 expressing MCF-7/HER2Δ16H and MCF-7/HER2Δ16M1 and cell lines with altered miR-7 expression. Relative miR-7 expression levels are indicated below each lane as determined by qRT-PCR. (B) Colony formation assay where colony number and diameter were calculated using a ColCount Colony Counter with supplied statistical software. Asterisk indicates cell lines significantly greater than MCF-7/pcDNA and MCF-7/HER2Δ16/miR-7 as determined by paired Student's *t* test (*p*<0.006). (C) Cell cycle analysis was performed in a Guava Easy Cyte Mini Base System with supplied statistical software. Asterisk indicates cell cycle phase significantly different from parental cell line as determined by paired Student's *t* test (*p*<0.01). (D) Cell migration was determined in an xCELLigence CIM-Plate 16 with the RTCA DP Instrument for 48 hrs. Cell Index (referred to here as Migration Index) was calculated using the supplied RTCA Software. Asterisk indicates that MCF-7/HER2Δ16H is significantly greater than the other tested cell lines as determined by paired Student's *t* test (*p*<0.005). (B–D) The data represents the mean +/− SE of at least three independent experiments.

We next determined the impact of altered miR-7 expression levels on breast tumor growth in a colony formation assay. Consistent with previous reports [4] expression of HER2Δ16 in the MCF-7 cell line had a significant impact on colony number and diameter (Fig. 2B). In concordance with its role as a tumor suppressor, reestablished miR-7 expression to generate the MCF-7/HER2Δ16H/miR-7 cell line significantly reduced the number and diameter of MCF-7/HER2Δ16H colonies to levels equivalent to the MCF-7/pcDNA cell line (Fig. 2B). Conversely, suppression of MCF-7 miR-7 expression to generate the MCF-7/miR-7KD cell line resulted in a significant increase in colony number to levels equivalent to ectopic expression of HER2Δ16 (Fig. 2B). We investigated the mechanistic basis of miR-7 tumor suppressor activity by performing cell cycle analysis. We observed a significant increase in cells arrested at G1 of the cell cycle with lower levels of S phase cells in the MCF-7/pcDNA and MCF-7/HER2Δ16/miR-7 cell lines both with enhanced expression of miR-7 (Fig. 2C). In contrast, G1 arrest is released in the MCF-7/miR-7KD and MCF-7/HER2Δ16 cell lines with suppressed miR-7 expression and these cells exhibit an increase in S phase cells (Fig. 2C). Cell cycle analysis suggests that miR-7 suppresses tumor cell growth by inducing a G1 arrest with a concomitant reduction in proliferating S phase cells. This result corroborates a recent study that described a similar G1 arrest when miR-7 was expressed in Chinese hamster ovary (CHO) cells [24]. Taken together our results indicate that suppression of miR-7 is both necessary and sufficient to promote cell cycle progression and significantly enhance colony formation of breast tumor cells.

We have previously shown that ectopic expression of HER2Δ16 induces a dramatic migration/invasion phenotype in the non-invasive MCF-7 cell line [4]. To determine if altered miR-7 expression regulates MCF-7 cell migration we performed an xCELLigence migration assay on cell lines with altered miR-7 expression. Our results indicate that suppression of miR-7 expression in the MCF-7/miR-7KD cell line is not sufficient to promote MCF-7 cell migration (Fig. 2D). Consistent with our previous observations HER2Δ16 expression in the MCF-7/HER2Δ16H cell line caused a significant increase in MCF-7 cell migration (Fig. 2D). Interestingly, reestablished expression of miR-7 in the MCF-7/HER2Δ16H/miR-7 cell line completely abolished cell migration and reduced the migration index to levels observed for parental MCF-7 cells (Fig. 2D). These results indicate that suppression of miR-7 is necessary but, in contrast to tumor cell proliferation, not sufficient to promote breast tumor cell migration.

### MiR-7 regulates multiple oncogenic pathways that influence HER2Δ16 driven cell proliferation and migration

We investigated the impact of altered miR-7 expression on multiple reported gene targets including FAK [12], insulin-like growth factor 1 receptor (IGF1R) [25], PAK1 [11], and EGFR [10], however, in our experimental system, EGFR was the only target that was consistently altered in response to modulated miR-7 expression (Fig. 2A, Fig. 3D, and data not shown). We therefore determined if EGFR is the miR-7 target gene that contributes to HER2Δ16 oncogenic activity. Using shRNA we inhibited EGFR expression in the MCF-7/HER2Δ16H cell line (MCF-7/HER2Δ16H/EGFRKD) (Fig. 3A) and determined the impact of suppressed EGFR expression on HER2Δ16 mediated colony formation and migration. Suppression of EGFR expression in the MCF-7/HER2Δ16H/EGFRKD cell line essentially abolished cell migration of MCF-7/HER2Δ16H cells reducing their migration activity to levels similar to parental MCF-7/pcDNA and MCF-7/HER2Δ16H/miR-7 cells (Fig. 3B). Surprisingly, suppression of EGFR failed to impact colony formation activity in the MCF-7/HER2Δ16H/EGFRKD cell line (Fig. 3C). EGFR therefore appears to be an essential component of the HER2Δ16 cell migration pathway; however, EGFR signaling is dispensable for HER2Δ16 colony formation activity. These results indicate that although miR-7 regulation of EGFR expression significantly impacts cell migration, a different miR-7 regulated pathway(s) influences MCF-7/HER2Δ16H colony formation activity.

**Figure 3:**
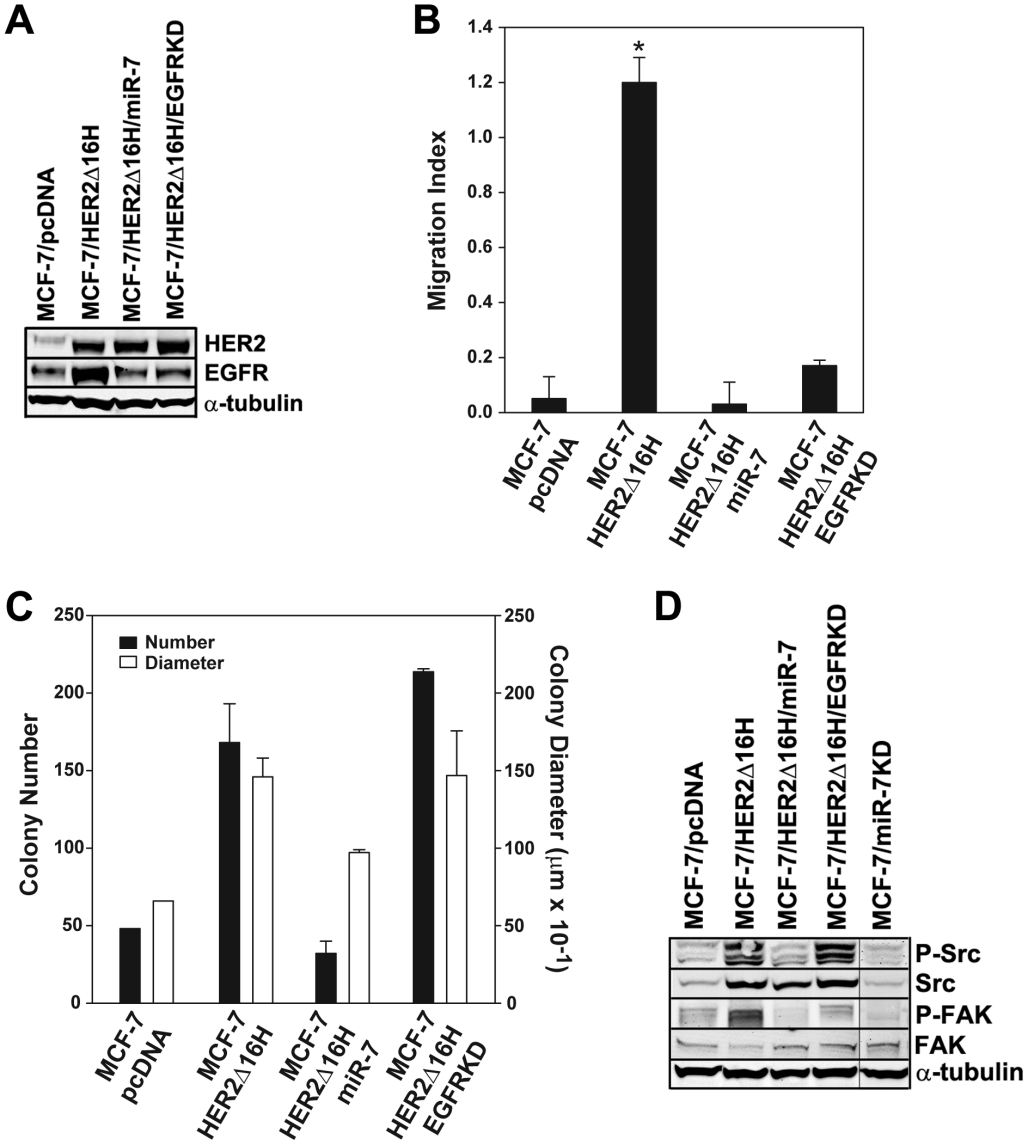
MiR-7 regulates HER2Δ16 induced cell migration and proliferation through different oncogenic pathways. A miR-7 expression plasmid was stably introduced into the MCF-7/HER2Δ16H cell line to generate the MCF-7/HER2Δ16H/miR-7 cell line and EGFR was stably knocked down by shRNA to generate the MCF-7/HER2Δ16H/EGFRKD cell line. (A) Altered expression of EGFR in the indicated cell lines was confirmed by western blot analysis. (B) Cell migration was determined in an xCELLigence CIM-Plate 16 with the RTCA DP Instrument for 48 hrs. Cell Index (referred to here as Migration Index) was calculated using the supplied RTCA Software. Asterisk indicates that MCF-7/HER2Δ16H is significantly greater than the other tested cell lines as determined by paired Student's *t* test (*p*<0.001). (C) Colony formation assay where colony number and diameter were calculated using a ColCount Colony Counter with supplied statistical software. Differences between MCF-7/HER2Δ16H and MCF-7/HER2Δ16H/EGFRKD were insignificant as determined by paired Student's *t* test. (D) Western blot analysis of the indicated cell lines probed for Src kinase (Src), Src kinase activated phosphorylated at Y416 (P-Src), and Src kinase activity through phosphorylation of FAK at Y576/577 (P-FAK). (B,C) The data represents the mean +/− SE of at least three independent experiments.

We have previously shown that Src kinase is an important effector of multiple HER2Δ16 oncogenic activities including cell migration/invasion and colony formation [4]. Accordingly, RNAi suppression of Src kinase expression or dasatinib inhibition of Src kinase activity results in the complete loss of HER2Δ16 oncogenic activity in multiple biological assays [4]. We therefore examined the influence of miR-7 on Src kinase expression and activity. A slight decrease in Src protein was observed in the miR-7 expressing cell line MCF-7/HER2Δ16H/miR-7 (Fig. 3D). Src kinase is not a predicted direct target of miR-7 (www.targetscan.org) suggesting that the decrease in expression is due to indirect effects of miR-7 activity.

Interestingly, although miR-7 fails to directly target Src kinase, Src activation through phosphorylation of the regulatory Y416 was completely abolished in the MCF-7/HER2Δ16H/miR-7 cell line (Fig. 3D). Src activation was however retained in the MCF-7/HER2Δ16H/EGFRKD cell line (Fig. 3D) indicating that the loss of Src activation in the MCF-7/HER2Δ16H/miR-7 cell line was not due to miR-7 suppression of EGFR. Likewise, Src activation and expression levels remained relatively low in the MCF-7/miR-7KD cell line indicating that expression of EGFR is not sufficient to activate Src kinase (Fig. 3D).

We examined the impact of miR-7 on Src kinase activity. An important target of Src kinase activity is phosphorylation of FAK at Y576/577 [26] and as predicted this phosphorylation site is enhanced in the MCF-7/HER2Δ16H cell line (Fig. 3D; P-FAK) indicating that Src is active in this cell line. Loss of Src activation in the MCF-7/HER2Δ16H/miR-7 cell line also resulted in abolished Src activity as demonstrated by the loss of FAK Y576/577 phosphorylation (Fig. 3D). Loss of EGFR resulted in intermediate levels of FAK Y576/577 (Fig. 3D) indicating that EGFR is required for maximum Src activity and FAK phosphorylation in the MCF-7/HER2Δ16 cell line. The reduced levels of FAK phosphorylation may explain the loss of migration associated with EGFR suppression in the MCF-7/HER2Δ16H/EGFRKD cell line.

The mechanistic basis of miR-7 inactivation of Src kinase remains unclear. Common miR target prediction software (MiRanda, PicTar, and TargetScan) failed to detect a consensus miR-7 binding site in the *SRC* gene; however, imperfect miR-7 binding sites identified using RNAhybrid [27] were predicted to be located in the 3′-UTR and 5′-UTR of *SRC*. Although we detected robust suppression of the miR-7 target sequence using the MIR-REPORT (Applied Biosystems) reporter system, miR-7 failed to regulate the imperfect *SRC* miR-7 binding sites (data not shown) in the same experiment. The lack of direct Src kinase regulation by miR-7, suggests that miR-7 indirectly inactivates Src kinase in HER2Δ16 expressing cells through a novel miR-7 target gene or pathway. Src is activated through the actions of multiple different receptor tyrosine kinases, integrins, as well as, G-protein coupled receptors [26], [28]. It is possible that miR-7 suppresses Src activation by targeting one of these Src regulating pathways.

Taken together our results suggest that miR-7 inhibits HER2Δ16 induced cell migration through multiple pathways including suppression of EGFR expression and loss of Src kinase activity. MiR-7 inhibition of HER2Δ16 mediated cellular proliferation, on the other hand, was independent of EGFR suppression but likely involves a miR-7 regulated pathway that drives Src inactivation.

### MiR-7 sensitizes refractory HER2Δ16 expressing cells to trastuzumab

We have previously demonstrated that ectopic expression of HER2Δ16 in the MCF-7 cell line promotes trastuzumab resistance [4]. In fact we consistently observe enhanced growth of HER2Δ16 expressing cells in response to trastuzumab, implicating trastuzumab as a HER2Δ16 agonist [4]. We therefore determined if trastuzumab resistance of HER2Δ16 expressing cells is influenced by altered expression of miR-7 or EGFR. Consistent with our previously published results [4], trastuzumab significantly suppressed colony formation of MCF-7/HER2.2 cells expressing wild-type HER2; whereas trastuzumab significantly enhanced colony formation of the HER2Δ16 expressing MCF-7/HER2Δ16H cell line (Fig. 4). Suppression of EGFR expression failed to influence the response of MCF-7/HER2Δ16H/EGFRKD cells to trastuzumab as these cells also exhibited significantly enhanced colony formation activity in response to trastuzumab (Fig. 4). In contrast, the MCF-7/HER2Δ16H/miR-7 cell line with reestablished expression of miR-7 responded to trastuzumab treatment with a significant reduction in colony formation (Fig. 4). Importantly, miR-7 not only functions as a potent suppressor of HER2Δ16 tumorigenesis but also reverses HER2Δ16 induced trastuzumab resistance.

**Figure 4:**
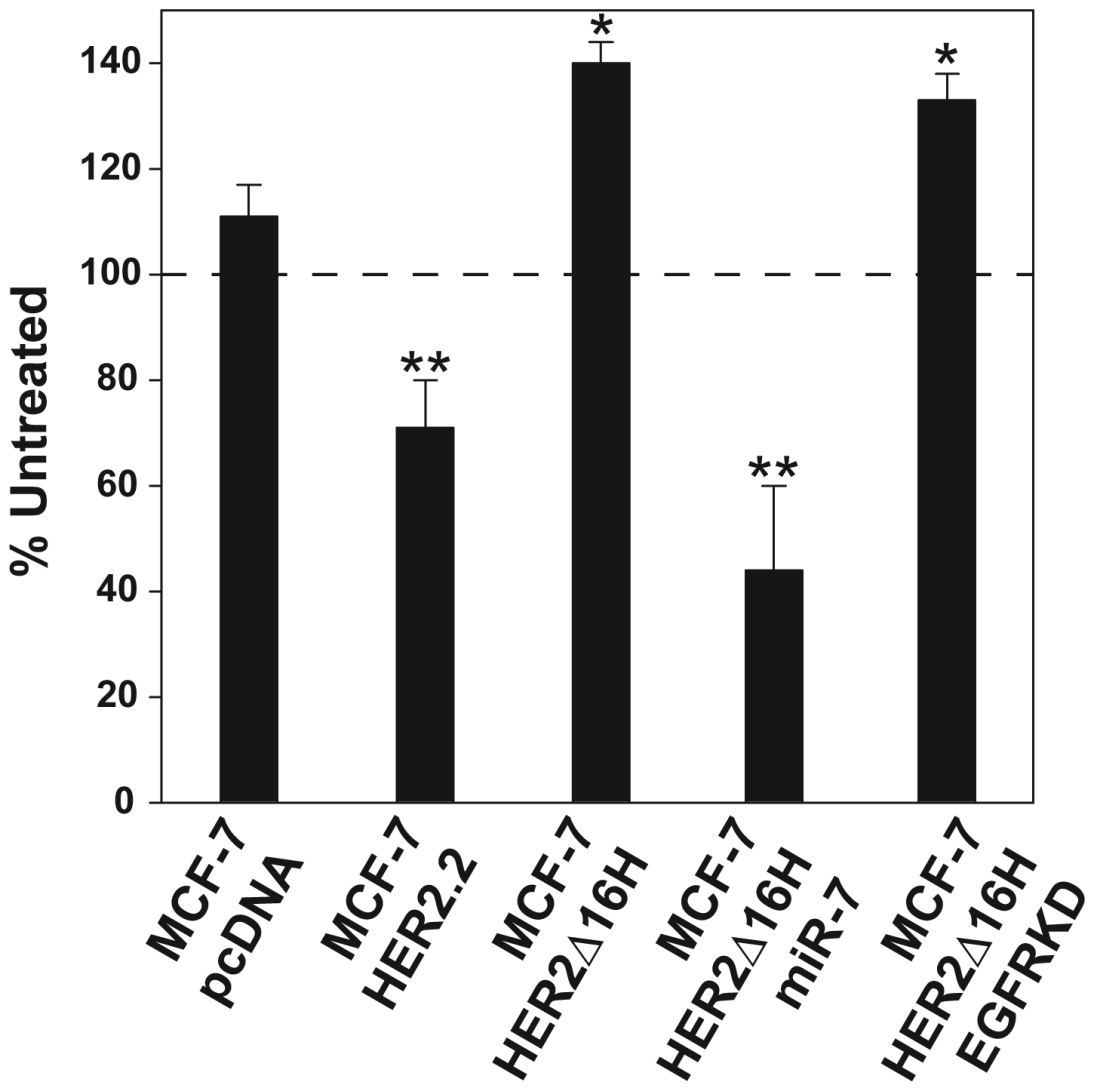
MiR-7 reverses trastuzumab resistance of HER2Δ16 expressing cells. Colony formation of each indicated cell line calculated using a ColCount Colony Counter with supplied statistical software. The MCF-7/HER2.2 cell line expresses wild-type HER2 and is included as a positive control. The data represents the percentage difference in colony number of trastuzumab treated compared to the untreated control +/− SE of at least three independent experiments. Single asterisk or double asterisks indicate trastuzumab treated cell lines with significantly enhanced (*p*<0.04) or reduced (*p*<0.02) colony formation, respectively. Significant differences were determined by paired Student's *t* test.

## Conclusions

Despite the clinical use of the HER2 targeted therapy, trastuzumab, patients with HER2 positive breast tumors have the lowest disease specific survival and a significant percentage of HER2 positive patients fail to benefit from trastuzumab therapy [29], [30]. We have shown that 90% of patients with tumor expression of the HER2 isoform, HER2Δ16, also present with metastatic disease [4]. Furthermore, breast tumor cell expression of HER2Δ16 promotes trastuzumab resistance. We contend that successful treatment of HER2 positive metastatic breast cancer requires a strategy to disengage HER2Δ16 oncogenic signaling. To this end we show that HER2Δ16 suppresses expression of the miR-7 tumor suppressor and reestablished miR-7 expression significantly inhibits HER2Δ16 mediated tumor cell proliferation and migration and miR-7 sensitizes HER2Δ16 expressing cells to trastuzumab treatment (Fig. 5).

**Figure 5:**
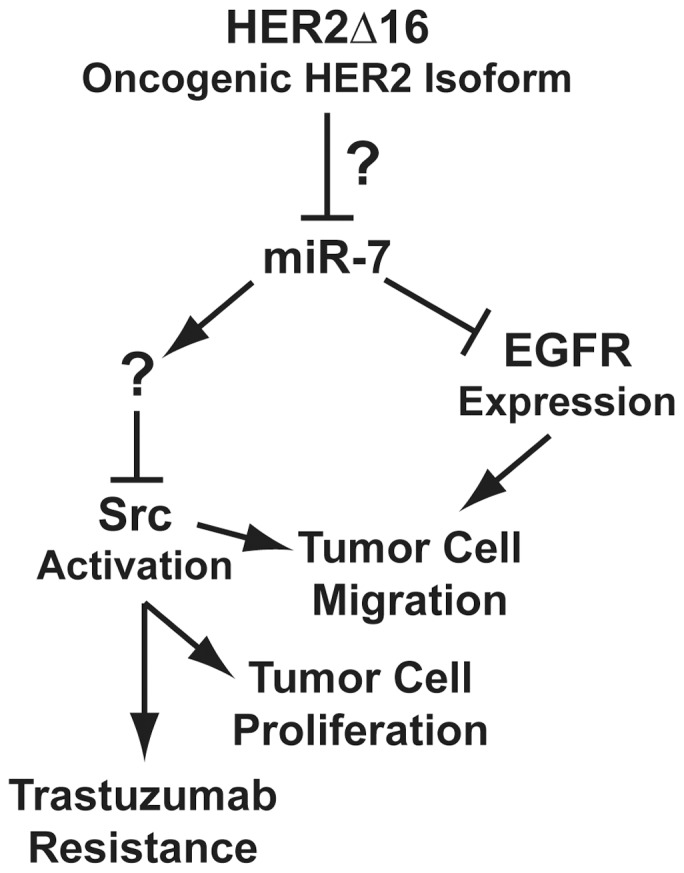
The influence of miR-7 regulated pathways on HER2Δ16 oncogenic activity. Expression of the HER2 oncogenic isoform, HER2Δ16, in the MCF-7 breast tumor cell line results in reduced expression of the miR-7 tumor suppressor. Reintroduced miR-7 expression results in direct repression of EGFR protein expression and indirect suppression of Src activation through a novel intermediate pathway(s). EGFR expression is required for HER2Δ16 driven cell migration, whereas activated Src is an obligate effector of multiple HER2Δ16 activities including trastuzumab resistance. We propose that reactivation of miR-7 expression would represent an efficacious therapeutic strategy to suppress HER2Δ16 driven metastatic disease and reverse trastuzumab resistance.

Although tumor delivery of miRs remains a significant clinical challenge, deciphering miR regulated pathways may identify suitable targets for therapy. Our findings that miR-7 suppression of HER2Δ16 oncogenic activity is mediated through inactivation of Src kinase and suppression of EGFR expression (Fig. 5) implies that targeting these pathways would also suppress HER2Δ16 tumorigenesis. Consistent with a potential role for EGFR in HER2Δ16 tumorigenesis, coexpression of EGFR in breast tumors with activated HER2 is associated with significantly shorter patient survival than patients with tumor expression of activated HER2 or EGFR alone [31]. In addition, we and others have demonstrated that targeting Src kinase sensitizes trastuzumab resistant tumors [4], [32] independent of EGFR expression. Moreover, we have shown that the Src kinase inhibitor dasatinib is a potent inhibitor of HER2Δ16 mediated breast tumorigenesis [4]. In conclusion, our current results showing miR-7 inactivation of Src kinase further implicates Src kinase as an obligate effector of trastuzumab resistance and HER2Δ16 oncogenic activity (Fig. 5).

## References

[1] PerouCM, SorlieT, EisenMB, van de RijnM, JeffreySS, et al (2000) Molecular portraits of human breast tumours. Nature 406:747–752.1096360210.1038/35021093

[2] SorlieT, PerouCM, TibshiraniR, AasT, GeislerS, et al (2001) Gene expression patterns of breast carcinomas distinguish tumor subclasses with clinical implications. Proc Natl Acad Sci U S A 98:10869–10874.1155381510.1073/pnas.191367098PMC58566

[3] ThorAD, LiuS, EdgertonS, IIDM, KasowitzKM, et al (2000) Activation (tyrosine phosphorylation) of ErbB-2 (HER-2/neu): A study of incidence and correlation with outcome in breast cancer. J Clin Oncol 18:3230–3239.1098605510.1200/JCO.2000.18.18.3230

[4] MitraD, BrumlikMJ, OkamgbaSU, ZhuY, DuplessisTT, et al (2009) An oncogenic isoform of HER2 promotes metastatic breast cancer and trastuzumab resistance. Mol Cancer Ther 8:2152–2162.1967173410.1158/1535-7163.MCT-09-0295

[5] CittellyDM, DasPM, SalvoVA, FonsecaJP, BurowME, et al (2010) Oncogenic HER2Δ16 suppresses miR-15a/16 and deregulates BCL-2 to promote endocrine resistance of breast tumors. Carcinogenesis 31:2049–2057.2087628510.1093/carcin/bgq192PMC2994280

[6] CittellyDM, SpoelstraNS, EdgertonSM, RicherJK, ThorAD, et al (2010) Suppression of miR-342 expression contributes to anti-estrogen resistance in breast tumor cells. Mol Cancer 9:317.2117202510.1186/1476-4598-9-317PMC3024251

[7] Esquela-KerscherA, SlackFJ (2006) Oncomirs - microRNAs with a role in cancer. Nat Rev Cancer 6:259–269.1655727910.1038/nrc1840

[8] PenchevaN, TavazoieSF (2013) Control of metastatic progression by microRNA regulatory networks. Nat Cell Biol 15:546–554.2372846010.1038/ncb2769PMC4678324

[9] VergheseET, HanbyAM, SpeirsV, HughesTA (2008) Small is beautiful: microRNAs and breast cancer-where are we now? J Pathol 215:214–221.1844683510.1002/path.2359

[10] WebsterRJ, GilesKM, PriceKJ, ZhangPM, MattickJS, et al (2009) Regulation of epidermal growth factor receptor signaling in human cancer cells by microRNA-7. J Biol Chem 284:5731–5741.1907360810.1074/jbc.M804280200

[11] ReddySD, OhshiroK, RayalaSK, KumarR (2008) MicroRNA-7, a homeobox D10 target, inhibits p21-activated kinase 1 and regulates its functions. Cancer Res 68:8195–8200.1892289010.1158/0008-5472.CAN-08-2103PMC3636563

[12] KongX, LiG, YuanY, HeY, WuX, et al (2012) MicroRNA-7 inhibits epithelial-to-mesenchymal transition and metastasis of breast cancer cells via targeting FAK expression. PLoS ONE 7:e41523.2287628810.1371/journal.pone.0041523PMC3410899

[13] OkudaH, XingF, PandeyPR, SharmaS, WatabeM, et al (2013) miR-7 suppresses brain metastasis of breast cancer stem-like cells by modulating KLF4. Cancer Res 73:1434–1444.2338494210.1158/0008-5472.CAN-12-2037PMC3576138

[14] NareshA, ThorAD, EdgertonSM, TorkkoKC, KumarR, et al (2008) The HER4/4ICD estrogen receptor coactivator and BH3-only protein is an effector of tamoxifen-induced apoptosis. Cancer Res 68:6387–6395.1867686410.1158/0008-5472.CAN-08-0538PMC2538429

[15] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30:207–210.1175229510.1093/nar/30.1.207PMC99122

[16] MitraD, DasPM, JonesFE (2010) JUMONJI/ARID1 B (JARID1B) promotes breast tumor cell cycle progression through epigenetic repression of micro RNA let-7e. J Biol Chem 286:40531–40535.10.1074/jbc.M111.304865PMC322050921969366

[17] SridharJ, SfondourisME, BrattonMR, NguyenTL, TownleyI, et al (2014) Identification of quinones as HER2 inhibitors for the treatment of trastuzumab resistant breast cancer. Bioorg Med Chem Lett 24:126–131.2435513010.1016/j.bmcl.2013.11.064

[18] WangH, TanG, DongL, ChengL, LiK, et al (2012) Circulating MiR-125b as a marker predicting chemoresistance in breast cancer. PLoS ONE 7:e34210.2252354610.1371/journal.pone.0034210PMC3327688

[19] ZhouM, LiuZ, ZhaoY, DingY, LiuH, et al (2010) MicroRNA-125b confers the resistance of breast cancer cells to paclitaxel through suppression of pro-apoptotic Bcl-2 antagonist killer 1 (Bak1) expression. J Biol Chem 285:21496–21507.2046037810.1074/jbc.M109.083337PMC2898411

[20] BarrettA, MadsenB, CopierJ, LuPJ, CooperL, et al (2002) PLU-1 nuclear protein, which is upregulated in breast cancer, shows restricted expression in normal human adult tissues: a new cancer/testis antigen? Int J Cancer 101:581–588.1223790110.1002/ijc.10644

[21] BarrettA, SantangeloS, TanK, CatchpoleS, RobertsK, et al (2007) Breast cancer associated transcriptional repressor PLU-1/JARID1B interacts directly with histone deacetylases. Int J Cancer 121:265–275.1737366710.1002/ijc.22673

[22] YamamotoS, WuZ, RussnesHG, TakagiS, PeluffoG, et al (2014) JARID1B is a luminal lineage-driving oncogene in breast cancer. Cancer Cell 25:762–777.2493745810.1016/j.ccr.2014.04.024PMC4079039

[23] KefasB, GodlewskiJ, ComeauL, LiY, AbounaderR, et al (2008) microRNA-7 inhibits the epidermal growth factor receptor and the Akt pathway and is down-regulated in glioblastoma. Cancer Res 68:3566–3572.1848323610.1158/0008-5472.CAN-07-6639

[24] SanchezN, GallagherM, LaoN, GallagherC, ClarkeC, et al (2013) MiR-7 triggers cell cycle arrest at the G1/S transition by targeting multiple genes including Skp2 and Psme3. PLoS ONE 8:e65671.2376240710.1371/journal.pone.0065671PMC3675065

[25] JiangL, LiuX, ChenZ, JinY, HeidbrederCE, et al (2010) MicroRNA-7 targets IGF1R (insulin-like growth factor 1 receptor) in tongue squamous cell carcinoma cells. Biochem J 432:199–205.2081907810.1042/BJ20100859PMC3130335

[26] IshizawarR, ParsonsSJ (2004) c-Src and cooperating partners in human cancer. Cancer Cell 6:209–214.1538051110.1016/j.ccr.2004.09.001

[27] RehmsmeierM, SteffenP, HochsmannM, GiegerichR (2004) Fast and effective prediction of microRNA/target duplexes. RNA 10:1507–1517.1538367610.1261/rna.5248604PMC1370637

[28] PlayfordMP, SchallerMD (2004) The interplay between Src and integrins in normal and tumor biology. Oncogene 23:7928–7946.1548991110.1038/sj.onc.1208080

[29] ArteagaCL, SliwkowskiMX, OsborneCK, PerezEA, PuglisiF, et al (2012) Treatment of HER2-positive breast cancer: current status and future perspectives. Nat Rev Clin Oncol 9:16–32.10.1038/nrclinonc.2011.17722124364

[30] SlamonDJ, Leyland-JonesB, ShakS, FuchsH, PatonV, et al (2001) Use of chemotherapy plus a monoclonal antibody against HER2 for metastatic breast cancer that overexpresses HER2. N Engl J Med 344:783–792.1124815310.1056/NEJM200103153441101

[31] DiGiovannaMP, SternDF, EdgertonSM, WhalenSG, MooreD2nd, et al (2005) Relationship of epidermal growth factor receptor expression to ErbB-2 signaling activity and prognosis in breast cancer patients. J Clin Oncol 23:1152–1160.1571831110.1200/JCO.2005.09.055

[32] ZhangS, HuangWC, LiP, GuoH, PohSB, et al (2011) Combating trastuzumab resistance by targeting SRC, a common node downstream of multiple resistance pathways. Nat Med 17:461–469.2139964710.1038/nm.2309PMC3877934

How the deposited data were processed for this re-analysis (not part of the article)

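Single-channel miR arrays of 2 RNA samples of MCF-7/pcDNA and 2 of MCF-7/HER2Δ16H were analysed. The authors' description of the array data calls the samples of a line biological repeats. Samples were grouped by the labels and the paper. The paper gives 4 RNA samples per line, and samples beyond these were not used here.

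The authors deposited 2 kinds of values. The first are the scanner intensities, the mean density of each spot, with no background subtracted and no normalization. The second are the authors' processed intensities on a linear scale, 1 value per reporter for 886 reporters, with medians of 10.7, 10.2, 9.73 and 7.22 for MCF-7/pcDNA replicates 1 and 2 and MCF-7/HER2Δ16H replicates 1 and 3. Over the tested miRs, their log2 values had a correlation of 0.982 to 0.998 with the scanner values of the same sample, across miRs. Their normalization and centring are not given in the sources used here. The service provider ran the arrays, and the test and normalization behind Fig. 1 are not named in the paper's text.

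The scanner intensities were analysed in R 4.3.3 with limma 3.58.1. The design had assumed a foreground and a background value per spot. The files give the foreground, so normexp (offset 50) was run on it alone, over all spots. Control and empty spots were then left out, log2 values were quantile normalized, and the 4 spots of each of the 837 miRs were averaged. A miR was tested if its mean signal was above the 95th percentile of the 328 empty spots in both samples of at least 1 line, which left 248. The model had the line and the dye as terms, with 1 residual degree of freedom per miR and 1.46 added by eBayes. With the authors' processed values eBayes added 13.1. With scaling to the 75th percentile and with spike-in scaling the added number was unlimited, so all miRs shared 1 variance. P-values were adjusted by the Benjamini-Hochberg method over the tested miRs, and a miR was called at an adjusted p under 0.05. All tests were two-sided. An exact permutation test of 2 samples against 2 cannot go under p = 0.33, so none was run. Counts at the thresholds of Fig. 1 used an unadjusted p under 0.01 with folds of at least 1.2 and 2; the paper's text does not say whether its p was adjusted. The brightest miR, miR-21, ranked first in every sample, so quantile normalization sets its difference to 0 and says nothing about it.

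Depth on arrays is signal over background. The median of the empty spots was 167 and 154 in the Cy3 samples and 34.1 and 31.3 in the Cy5 samples, and 85, 68, 30 and 65 miRs had a signal of at least 500 in MCF-7/pcDNA replicates 1 and 2 and MCF-7/HER2Δ16H replicates 1 and 3. In the Cy3 samples nearly every miR was above the empty spots, so there the filter removed little. Between replicates the median absolute log2 difference over tested miRs was 0.10 in MCF-7/pcDNA and 0.21 in MCF-7/HER2Δ16H, and over those with a signal of at least 500 in both samples of a line 0.30 and 0.43. The median SD between spots of a miR was 0.07 and 0.14.

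Lists of miR families, clusters, functional groups and markers of other cell types (26 in all) the rule for named miRs and the alternatives, other than those named below as later, were set before the data were examined. The miRs of Fig. 1 were read by eye from the picture. The rule takes the miRs named in the text, those of Fig. 1B, the 5 with the largest increase and decrease, the brightest tested members of each list, and the other arms and near relatives of the miRs in the text. As no miR passed the adjusted threshold, the places of the largest changes were filled from miRs at an unadjusted p under 0.01 and at least 2-fold. Lists with at least 3 tested members (17) were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. With 1 residual degree of freedom a correlation can hardly be estimated. All lists that passed at the preset correlation had an adjusted p of 0.75 with an estimated one, also where the estimate was 0 (let-7) or -0.07 (entries matching other small RNAs). So this test cannot show that correlation between members removed a call. The list of entries matching other small RNAs was drawn up from background knowledge, as entries later withdrawn or known to match snoRNA, tRNA, rRNA, vault RNA or snRNA. In the annotation of GRCh38.p14, 5 of the 20 names were found, 2 under a snoRNA, 2 under a vault RNA and miR-1246 as a miR. No coordinates were taken from it.

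The steps were tested on simulated data for MCF-7/HER2Δ16H against MCF-7/pcDNA, in 20 runs with a median of 560 miRs tested. At a true log2 size of 2, 67.6% of changed miRs were called, 100% had the right sign, and the median estimate was 1.27 over all and 1.87 over bright miRs. At a true log2 size of 1, 33.3% were called, and the median estimates were 0.53 and 0.93. Of unchanged miRs, 0.51% were called. All simulated arrays had the base signal of MCF-7/pcDNA without a shift between lines, whereas the bright miRs here shifted by -1.25 and -2.41. More miRs were tested than the 248 here. So these rates need not hold for the measured arrays.

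The alternatives set first were no background correction, scaling to the 75th percentile, cyclic loess, no filter, a signal of at least 500, no dye term, trend and robust eBayes, the authors' processed values, leaving out entries listed as matching other small RNAs, and leaving out each sample in turn with the dye term dropped. Those chosen after seeing the data were subtraction of the empty spots, no normalization between samples, and scaling to 9 spike-in reporters.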

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

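All tests in this part were chosen after the values were seen. The array carries control reporters for 5S ribosomal RNA, which the paper does not report. Placed on the normalized scale of the miRs, the 6 reporters had a median log2 difference of 2.00 (MCF-7/HER2Δ16H minus MCF-7/pcDNA), with 1.97 between the Cy3 and 2.03 between the Cy5 samples. Their signal drew attention because it lies in reporters the paper does not discuss. Also outside the miRs the paper shows in Fig. 1, miR-7-1* had a log2 fold change of -0.82, with -0.81 between the Cy3 and -0.82 between the Cy5 samples.

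The first pattern weighed is the higher level of array entries listed as matching other small RNAs, among them 5 of the 8 higher entries of Fig. 1B. A different brightness of whole arrays would move miRs and 5S ribosomal RNA by the same amount before normalization. The 5S median lay above that of the bright miRs by 1.82 between the Cy3 samples and 2.62 between the Cy5 samples, which argues against brightness as the whole cause. Before normalization the median log2 difference was -0.10 for these entries, 0.34 for the 5S reporters and -1.88 for the bright miRs. The 9 bright spike-in reporters had medians of -0.55 between the Cy3 and -0.87 between the Cy5 samples. Relative to them the 5S reporters were higher and the bright miRs lower in both comparisons. So more RNA other than miR in the labeled small RNA of MCF-7/HER2Δ16H and less miR in it may both play a part. Their shares cannot be told apart here. The 5S medians of 1.97 and 2.03 on the scale of the miRs do not decide, since they follow from the gap to the miRs. Whether the gap came from the RNA preparation or from the cell lines was not tested either.

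The second pattern is that miR-27a and miR-27b lay lower than miR-23a, miR-23b and miR-24, whose genes neighbour theirs. Lower transcription of both clusters would move all 5 alike. The difference between the means was -1.43 on the log2 scale, but it was -0.66 between the Cy3 and -2.19 between the Cy5 samples (SD 1.08), so the spread keeps this open. Compression of bright reporters would hold the brighter mates near 0, yet 5 of the 15 other reporters in their brightness range differed by at least 0.75, which argues against it. The target sequences of miR-27a and miR-27b differ at 1 position, so the near-identical probes for miR-27a and miR-27b may each bind both, which of the 2 was lower cannot be told apart, and a difference between the lines in processing of the precursors was not tested.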

How the results depend on the processing

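No paired analysis was possible because the lines share only 1 replicate number. The array could not be fitted as a block, since no file header shows whether any samples shared one. Signal over background limits the dim miRs, and leaving out a sample leaves 1 sample in a line, assumed to vary like the other line. That line then has 1 dye against both dyes in the other, without a dye term. So the dye enters these values, and dye and replicate cannot be told apart in them. No normalization, spike-in scaling and subtraction of the empty spots were chosen after seeing the data. Except where stated, the cause was not tested. With no filter, a signal of at least 500, no dye term, or trend and robust eBayes, the fold change of a miR cannot move. Its direction is therefore fixed there. Over all alternatives, values of single miRs kept their direction and side of the threshold in 274 cases, newly passed in 72 and reversed in 7. For lists these were 242, 16 and 26 by the sign of the median, and 11 lost the call with the sign kept. In the test against other miRs the direction of lists changed in 20 of 261 comparisons.

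MiRs at an adjusted p under 0.05 numbered 0 and became 162 with scaling to the 75th percentile, 3 with no filter, 2 with no dye term, 37 with the authors' processed values and 0 to 33 with 1 sample left out. They were 80 without normalization, 84 with spike-in scaling and 0 with empty spots subtracted. The 162 and the 84 rest on a variance common to all miRs. Of the 162, 10 were lower, since the 75th percentile scaling put the median log2 fold change of all tested miRs at 1.31, against -0.07. This median was 0.35 with spike-in scaling, -0.37 with no normalization and -0.20 with the authors' values. Over the 68 brighter miRs (signal of at least 500), the medians were -0.14, -1.09, -1.81 and -0.14 in that order, against -0.05. So it was the dimmer miRs that shifted upward with the 75th percentile and with spike-in scaling. All 80 without normalization were lower, and spike-in scaling gave 24 higher and 60 lower. The 33 came without MCF-7/HER2Δ16H replicate 1, where 836 miRs were tested. At the thresholds of Fig. 1, 20 miRs at 1.2-fold became 147 (75th percentile), 38 (no filter), 5 (signal of at least 500), 41 (authors' values), 65 (no normalization) and 72 (spike-in), and 3 to 72 with 1 sample left out. The 14 at 2-fold became 147, 16, 5, 41, 64 and 51 in that order, and 3 to 23 with 1 sample left out. The extremes came without MCF-7/pcDNA replicate 1 (3 and 3) and without MCF-7/HER2Δ16H replicate 1 (72 and 23). The counts were 31 and 19 without MCF-7/HER2Δ16H replicate 3, and 14 and 8 without MCF-7/pcDNA replicate 2.

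miR-7 was lower under all 16 alternatives, with adjusted p from 6.7e-15 to 0.42. It passed with the 75th percentile (-2.17), no filter and no dye term (-1.996 in both), the authors' values (-2.20), no normalization (-3.84) and spike-in scaling (-3.12). With 1 sample left out it lay between -2.14 and -1.75, and it passed without MCF-7/HER2Δ16H replicate 1 (-1.98). Without normalization the sign turned for miR-125b (-0.56), miR-16 (-1.32), miR-768-5p (-0.27), miR-720 (-0.24), miR-1308 (-0.25) and miR-29a (-0.47), and with spike-in scaling for miR-16 (-0.60), among the miRs of the text, Fig. 1B and the largest changes.

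List medians turned without normalization for miRs reported to target HER2 or HER3 (-0.45) and the estrogen receptor (-0.55), the miR-17 cluster and its paralogs (-1.44), the miR-320 family (-1.38), the relatives of miR-99 and miR-125 (-0.56) and entries listed as matching other small RNAs (-0.10). With spike-in scaling they turned for the miR-17 cluster (-0.72), miR-320 (-0.65) and miRs reported to promote (0.60) or suppress metastasis (0.29). With the 75th percentile they turned for the latter 2 (1.56 and 1.24), miR-200 (0.52) and miR-30 (0.0012). With cyclic loess they turned for miRs reported to target the estrogen receptor (-0.051) or promote metastasis (0.44) and the miR-17 cluster (-0.042), and with the authors' values for the first 2 (-0.090 and 0.013) and mesenchymal miRs (-0.0097). With 1 sample left out, medians on both sides of 0 came for miRs reported to target the estrogen receptor (-0.029 to 0.22) or suppress metastasis (-0.13 to 0.020), miR-17 (-0.16 to 0.33), miR-200 (-0.71 to 0.019) and miR-99 with miR-125 (-0.065 to 0.20).

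Of the list calls, that of miRs reported to target EGFR was lost without normalization (median -2.79), with an estimated correlation and with fry (median -1.32 in both). That of let-7 was lost with the authors' values (-0.72), with an estimated correlation and with fry (-0.64). The call of miR-148a, miR-148b and miR-152 was lost with an estimated correlation (-1.40) and held with fry. The call of entries listed as matching other small RNAs was lost with the 75th percentile (1.57), no normalization (-0.10, where the median and the direction of the test differ in sign), spike-in scaling (0.62), an estimated correlation and fry (1.30).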

Differences from the paper's values

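The paper gives 4 RNA samples per cell line, and 2 per line were analysed here. The paper counts 82 miRs at p under 0.01 and at least 1.2-fold without saying whether p was adjusted, against 20 here at an unadjusted p. Of the 13 alternatives set before the data were examined, 1 came within 1.5 times of it, at 72 without MCF-7/HER2Δ16H replicate 1, and the others gave 3 to 147. Scaling to the spike-ins (72) and no normalization (65), both chosen after seeing the values, also came within 1.5 times of it, and each leaves out 38 of the paper's 82 miRs, against 63 left out here and 47 without MCF-7/HER2Δ16H replicate 1. Of those that passed, 35 of 44 had the direction of the figure without normalization, 40 of 44 with spike-in scaling, 30 of 35 without MCF-7/HER2Δ16H replicate 1 and 19 of 19 here. Of the 82 names read from Fig. 1A, all 82 were tested, 19 passed the thresholds, 78 had the direction of the figure, and miR-1246, miR-1290, miR-489 and miR-21 did not, the last being fixed at 0 by the normalization.

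Of the 16 miRs of Fig. 1B, 8 passed an unadjusted p under 0.01 at 2-fold or greater, 12 with the authors' processed values, which added miR-1826, miR-26b, miR-374b and miR-720, and 11 with scaling to the 75th percentile, which added miR-1826, miR-26b and miR-720. miR-720 also passed with cyclic loess and without MCF-7/HER2Δ16H replicate 1, and miR-1180, miR-125b, miR-26b and miR-720 passed without MCF-7/HER2Δ16H replicate 3. Settings chosen after seeing the values, no normalization and spike-in scaling, also passed miR-1180, miR-26b, miR-27a and miR-374b, and the second miR-454, and left out 9 and 7 of the 16, against 8 here.

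The following folds of the paper were read by eye from Fig. 1B. A fold is called within the paper's where the larger is at most 1.5 times the smaller, or where they differ by no more than the SD between the same-dye comparisons. Of the settings set before the data were examined, those that meet this are named. miR-768-5p was about 4.5 in Fig. 1B, against 2.52 here, and was within it with the authors' processed values and without MCF-7/pcDNA replicate 2 or MCF-7/HER2Δ16H replicate 3, and not with the others. miR-720 was about 4.4 in Fig. 1B, against 2.42 here, and miR-1308 was about 4.4 in Fig. 1B, against 2.69 here. Both were within it with the authors' processed values and without MCF-7/HER2Δ16H replicate 3, and not with the others. miR-125b was about 4.2 in Fig. 1B, against 1.85 here, and miR-27a was about 6.1 in Fig. 1B, against 2.496 here. Both were within it without MCF-7/HER2Δ16H replicate 3 and not with the others. miR-26b was about 3.9 in Fig. 1B, against 2.57 here, within it with the 75th percentile, cyclic loess, the authors' processed values, and without MCF-7/pcDNA replicate 1 or MCF-7/HER2Δ16H replicate 3, and not with the others. miR-27b was about 6.2 in Fig. 1B, against 3.97 here, within it with cyclic loess, the authors' processed values, and without MCF-7/pcDNA replicate 2 or MCF-7/HER2Δ16H replicate 3, and not with the others. miR-374b was about 5.8 in Fig. 1B, against 2.66 here, and was within it under none of the 13. No normalization, chosen after seeing the values, brought miR-374b and miR-27a within the paper's folds and left out 9 of the paper's 16 miRs. Spike-in scaling, chosen likewise, brought miR-27a and miR-27b within them and left out 7, against 8 left out here.

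The paper names miR-342-3p as the most altered miR. It ranked 1 here and under 10 of 16 alternatives, and lower under the other 6, where the first place went to miR-548m (75th percentile), miR-148a (authors' processed values), miR-1826 (without MCF-7/pcDNA replicate 2), miR-203 (without MCF-7/HER2Δ16H replicate 3) and miR-7 (no normalization, spike-in scaling).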

Other observations

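The test of hairpin arms in this part was chosen after the values were seen. miR-182, which is reported to promote breast cancer metastasis and is not among the miRs of Fig. 1A, had a log2 fold change of 1.29 (standard error 0.26, adjusted p = 0.18 from limma), but before normalization 0.09 between the Cy3 and -1.58 between the Cy5 samples. miR-200c, an epithelial miR, had 0.53, while miR-200a of the same family had -0.61 (adjusted p = 0.15 and 0.21). Before normalization miR-200c had -0.59 and -1.57 in these comparisons. miR-200a turned to 0.52 with scaling to the 75th percentile and was -1.15 without normalization (adjusted p = 0.025 from limma). The miR-200 family had a median of -0.28 (0.52 with scaling to the 75th percentile) and did not pass (camera adjusted p = 0.69). miR-16 had 0.61 and miR-15a had -0.64 (adjusted p = 0.24 and 0.42 from limma). The gene MIR16-1 neighbours that of miR-15a in the annotation of GRCh38.p14. The miR-16 reporter cannot tell this hairpin from another that yields miR-16, so the opposite signs need not conflict. miR-16 was -0.60 with spike-in scaling and -1.32 without normalization. In these settings miR-15a was -1.43 and -2.15, so both miRs were lower there. For miR-365, also outside Fig. 1A, the log2 fold change was -2.02 (standard error 0.55, adjusted p = 0.24), with -2.87 between the Cy3 and -1.18 between the Cy5 samples. Among settings with all 4 samples, it passed with the authors' processed values (-2.91), scaling to the 75th percentile (-1.81), no normalization (-3.49) and spike-in scaling (-2.77). Over these its adjusted p from limma ran from 1.8e-12 to 0.0053. It did not pass with the others, reaching an adjusted p of 0.39 from limma with no filter. The 1.8e-12 came with spike-in scaling, where all miRs shared 1 variance, as with scaling to the 75th percentile. So this p is no measure of how miR-365 varied between samples. The log2 fold change of miR-365 was -3.33 without MCF-7/HER2Δ16H replicate 1 and -1.13 without replicate 3. miR-365 was singled out after its values were seen.

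Of the marker lists of other cell types, 0 of 4 muscle miRs, 1 of 7 hematopoietic miRs, 1 of 5 neural miRs, 2 of 2 liver and endothelial miRs and 3 of 5 mesenchymal miRs were tested. None of them was called at the settings used, and the mesenchymal list had a median log2 fold change of 0.08 (-0.01 with the authors' processed values, camera adjusted p = 0.69). The mesenchymal miR-199a-3p was called with the authors' processed values, at -1.59 (adjusted p = 0.017), and miR-143 with spike-in scaling, at 0.95 (adjusted p = 0.025). With scaling to the 75th percentile, which put most tested miRs above 0, miR-143, miR-199a-3p, miR-214, miR-122, miR-126, miR-9 and miR-486-5p were called higher. The miR-15/16 family (median -0.18, or -1.71 without normalization and -0.99 with spike-in scaling), the miR-17 cluster and its paralogs (0.05, or -1.44 without normalization) and the miRs reported to target the estrogen receptor (0.02, or -0.55 without normalization) did not pass (camera adjusted p = 0.96, 0.33 and 0.55). The miRs reported to promote metastasis (-0.07, or 0.60 with spike-in scaling) and to suppress it (-0.11, or 0.29) did not pass either (0.87 and 0.69). Of the latter, 2 were higher when adjusted over the list alone. Nor did miR-23, miR-27 and miR-24 pass (-0.42, 1 lower when adjusted over the list alone, median -2.25 without normalization and -1.53 with spike-in scaling), the miR-30 family (-0.42, 2 lower over the list alone, median 0.0012 with scaling to the 75th percentile), miR-374a, miR-374b and miR-421 (-1.34, or -0.66 without MCF-7/HER2Δ16H replicate 1 and -0.53 without MCF-7/pcDNA replicate 2), each with camera adjusted p = 0.14, and the relatives of miR-99 and miR-125 (0.22, or -0.56 without normalization, camera adjusted p = 0.19). Under other settings, miR-23, miR-27 and miR-24 passed in 5 of 18 (smallest adjusted p = 1.9e-04), the miR-30 family in 4 of 18 (0.0011) and miR-374a, miR-374b and miR-421 in 2 of 17 (0.0099). The miR-17 cluster and its paralogs passed in 2 of 18, in opposite directions, at 0.33 without MCF-7/pcDNA replicate 1 (adjusted p = 0.011) and at -1.44 without normalization (adjusted p = 0.017).

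A hypothesis is that both arms of a hairpin moved together because 1 precursor is processed into both. Over 45 pairs of names the log2 fold changes had a Spearman correlation of 0.59 (permutation p = 4.0e-05, adjusted 8.0e-05) and a Pearson correlation of 0.61 (permutation p = 1.2e-04, adjusted 1.2e-04), with 100000 permutations and 2 relations computed. The correlation is across miRs, which are not independent replicates. It shows that the arms moved together, and cannot tell processing of 1 precursor from another shared cause. In 31 of the 45 pairs both had the same sign. Most values of either arm were below 0, so many pairs would share a sign without any link. The sign of miR-21 carries no information, as the normalization fixed its difference at 0. The pair miR-768-5p and miR-768-3p, listed under a snoRNA gene, is not a miR hairpin. Over the other 44 pairs the correlations were 0.56 (permutation p = 9.0e-05, adjusted 1.8e-04) and 0.52 (permutation p = 0.0031, adjusted 0.0031), with 30 of the same sign. Without miR-7 and miR-27b, the 2 pairs farthest from the median of the first arm, Pearson's correlation was 0.63 and Spearman's 0.53. Without miR-342 and miR-768, the 2 pairs farthest from the medians of both arms, they were 0.59 and 0.53 (permutation p = 5.9e-04 and 2.8e-04). miR-342 (-1.01 and -2.55) and miR-7 (-1.996 and -0.82) were among the pairs lower in both arms.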
